A study of Homo sapiens with 6 samples. Its data were reported in "Non-coding RNAs derived from an alternatively spliced REST transcript (REST-003) regulate breast cancer invasiveness" (2015).

How the data were processed

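RNA was sequenced from 6 libraries of 2 human breast cancer cell lines. MCF-7 cells had received siRNA against GAPDH as control (1 library, si-GAPDH) or 1 of 2 different siRNA pools against REST (1 library each, si-REST_1 and si-REST_2). MDA-MB-231 cells had received a plasmid for EGFP (green fluorescent protein), for mt-REST (a REST cDNA lacking both repressor domains) or for wt-REST (the full-length cDNA), 1 library each. Per the labels, total RNA was depleted of ribosomal RNA rather than selected for poly(A) tails, libraries were made with a TruSeq kit, and 100 bp single-end reads were sequenced in pools of 4 libraries per lane. The lines also differ in reagent and cargo, siRNA in MCF-7 and plasmid in MDA-MB-231, so line and transfection cannot be separated.

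The authors converted base calls with bcl2fastq 1.8.4 and list TopHat 1.4.0 and Cufflinks 1.0.1 for the study. The tables used here were made by the authors with GT-FAR 0.1 at default settings on the hg19 genome and GENCODE 19, from reads mapped uniquely to the exons and junctions of each gene. The deposited gene tables are named RPKM but hold a signal of another kind: whole reads per gene multiplied by 1 constant per library to a common total, with no division by gene length. Dividing by the smallest value above 0 in each library gave whole reads for 99.99% of values within a tolerance of 0.1 read. The deposited isoform tables hold raw counts of REST reads assigned to 1 of the annotated REST transcripts, or to a set of transcripts that share the exon or junction. The gene tables list 22246 genes, those with at least 1 read in any of the 6 libraries. Counting by strand is not stated in the sources used here, so a gene and its antisense partner cannot be told apart, and genes with near-identical copies are uncertain.

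Recovered reads were divided by the library total and expressed as CPM (reads scaled to a common library total of 1e6). Thresholds had been fixed for RPKM before the data were examined, along with the comparisons, tests, gene lists and rule for naming genes. They were applied unchanged to CPM: a pseudocount of 1 on the log2 scale, a mean of at least 1 over the libraries compared, and at least 0.1 for members of gene lists. Fold changes on the log2(CPM + 1) scale understate the change of low genes. Ratios printed with an interval are plain CPM ratios with an exact conditional 95% interval, and shares of reads carry exact Clopper-Pearson 95% intervals. A fold against a library at 0 reads is a lower bound computed against 3 reads in that library. The libraries hold PCR reads with no molecular identifiers, so these intervals and floors cover counting error only. Intervals of list medians span the genes of a list, treated as independent.

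The MCF-7 comparison was fitted with limma 3.58.1 in R 4.3.3 (trend of variance with level, Benjamini-Hochberg adjusted p under 0.05) as 2 si-REST libraries against 1 control. It has 1 residual degree of freedom, and the lone control was assumed to vary as the si-REST libraries do. Cell lines were compared with the same model as 3 libraries against 3, treatments within a line adding to the spread. No source states that libraries came from separate cultures, so p-values measure the spread between these libraries, which may be technical. Each MDA-MB-231 contrast had 1 library per arm and no test; genes at least 2-fold apart were counted. Gene counts shared by contrasts with a common library were set beside 100 draws of simulated unchanged libraries and beside the overlap of independent lists.

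Genes named were REST, SRRM1 to SRRM5 and GAPDH; members of the lists, as examples; and the genes farthest apart in each contrast. These were the 10 highest and 10 lowest by the smaller change in both si-REST libraries, likewise for wt-REST against both controls, the 5 highest and 5 lowest in mt-REST, and the 10 highest and 10 lowest between lines among adjusted p under 0.05. Short RNAs such as SNORA, SNORD and RNU genes were left out of this ranking. The 27 lists held 621 entries, of which 581 matched a listed gene. They were neuronal REST targets, REST corepressors, the SRRM family, SR splicing factors, epithelial, mesenchymal, matrix protease, estrogen response, luminal, basal, proliferation, interferon, inflammatory, p53, unfolded protein, heat shock, hypoxia, glycolysis, cholesterol, mitochondrially encoded, histone, ribosomal protein and immediate early genes, markers of fibroblasts, immune cells and endothelium, and the genes that the study found lowered by siRNA against REST-003. That last list was chosen by the study. List medians are given with their percentile among 10000 random lists of the same size matched on mean CPM in 10 bins, a description of these libraries. Between the lines, lists were tested with camera (limma) at a preset inter-gene correlation of 0.01, Benjamini-Hochberg adjusted over the 27 lists. REST-003 shares were compared by two-sided Fisher exact tests on the reads of a pair of libraries, which compare libraries and not conditions, adjusted over 6 comparisons.

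The models were tested on simulated data with known folds. At the spread of the si-REST pair, limma recovered 8.51% of genes changed 2-fold, 62.2% of those changed 4-fold and 95.5% of those changed 8-fold among 14351 genes in the MCF-7 design, with 5 false calls, while 154 of 14168 unchanged genes were at least 2-fold apart in both si-REST libraries. In the cell line design it recovered 64% at 2-fold and 100% at 4-fold, with 7 false calls among 15258 genes. Camera called 5 of 5 shifted lists and 0 of 15 unshifted ones. The simulated genes varied independently, so this does not test camera on lists whose genes vary together. In the real lists estimated correlations reached 0.708.

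Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter or a mean of at least 5, scaling to the median gene, limma with no trend, camera with an estimated correlation, leaving out each library of a replicated group, and other denominators for REST-003. Added after seeing the data were library totals without ribosomal RNA loci and short RNAs, the deposited scale as it stands, edgeR 4.0.16 (quasi-likelihood) on the recovered reads, counts without genes far higher in MCF-7 or without ribosomal RNA loci and short RNAs, and 2 further REST-003 denominators. Reads mapped to other genomes, antisense short RNAs and the study's other sequencing experiments were not analysed here.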

Results

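RNA-seq was used to follow transcripts of REST (RE1-silencing transcription factor), a zinc-finger repressor that keeps neuronal genes silent outside the nervous system, and of its possible targets in breast cancer cells. MCF-7, a luminal line that expresses the estrogen receptor and invades weakly, was depleted of REST. MDA-MB-231, a triple-negative line that invades strongly, received REST cDNA. Each of the 6 libraries stands for 1 sample, so apart from the pair of si-REST libraries no group has a replicate. The MCF-7 libraries held 14856731 gene-assigned reads for si-GAPDH, 10347254 for si-REST_1 and 4195914 for si-REST_2. The MDA-MB-231 libraries held 12001019 for EGFP, 15241309 for mt-REST and 16268651 for wt-REST. Levels are given as CPM, gene-assigned reads scaled to a common library total, and ratios are of CPM. Genes counted as at least 2-fold apart are so on the log2(CPM + 1) scale, where low genes with a larger plain ratio can stay below 2-fold. A floor of 3 reads corresponded to 0.184 CPM in wt-REST, the deepest library, and to 0.715 CPM in si-REST_2, the shallowest. Ribosomal RNA loci (CTD-2328D6.1, MT-RNR1 and MT-RNR2) took 5.01% of the reads of si-REST_1, 0.587% of si-REST_2, 0.0277% of si-GAPDH and at most 0.0524% of the MDA-MB-231 libraries. The median gene lay -0.13 (log2) below the control in si-REST_1 and 0.11 above mt-REST in wt-REST, and list medians below are to be read against those shifts; elsewhere the shift was 0.09 or less in size.

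The first comparison asked whether REST itself differed as the labels state. REST (ENSG00000084093.11, chromosome 4) stood at 95.7 CPM in si-GAPDH, 31.9 CPM in si-REST_1 and 42.7 CPM in si-REST_2. The ratios to control were 0.333 (95% interval 0.295 to 0.376) and 0.446 (0.379 to 0.521). REST did not pass limma across all genes (log2 difference -1.35, SE 0.35, adjusted p = 1), although both libraries lay below the control. In MDA-MB-231 cells REST stood at 72.2 CPM with EGFP, 832 CPM with mt-REST and 645 CPM with wt-REST, 11.5 (10.8 to 12.4) and 8.92 (8.33 to 9.57) times the EGFP level. These reads include those of the transfected cDNA. Between the control libraries, EGFP over si-GAPDH, the REST ratio was 0.755 (0.693 to 0.822). GAPDH, the glycolytic enzyme targeted by the control siRNA, stood at 834 CPM in si-GAPDH against 1772 CPM in si-REST_1 and 3626 CPM in si-REST_2, ratios of 2.13 (2.08 to 2.17) and 4.35 (4.25 to 4.45). In MDA-MB-231 cells, which received no such siRNA, GAPDH stood at 2375, 1847 and 2339.6 CPM with EGFP, mt-REST and wt-REST.

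The study follows SRRM3, a serine/arginine repetitive matrix protein related to the neuronal splicing activator SRRM4, as a gene that answers to REST. SRRM3 (ENSG00000177679.14) stood at 17.0 CPM in si-GAPDH, 30.2 CPM in si-REST_1 and 32.9 CPM in si-REST_2, ratios of 1.78 (1.5 to 2.10) and 1.93 (1.56 to 2.39). Its log2 difference of 0.85 (SE 0.36) did not pass limma across all genes (adjusted p = 1). In MDA-MB-231 cells SRRM3 had 3 reads with EGFP, 3 with mt-REST and 2 with wt-REST. The wt-REST ratio to EGFP was 0.492 (0.0411 to 4.29) and that to mt-REST was 0.625 (0.0522 to 5.45), so a difference was not detectable at this depth. SRRM1 stood at 25.2, 28.9 and 34.3 CPM in si-GAPDH, si-REST_1 and si-REST_2, and SRRM2 at 81.0, 85.2 and 111 CPM, while SRRM5 had at most 6 reads in any library and SRRM4 was not listed. Of the 4 measured members of the SRRM family 3 were higher in both si-REST libraries and none passed the test, with list medians of 0.13 (percentile 86.79 of random lists) and 0.44 (99.19). With wt-REST the family median was -0.17 against EGFP (3.41) and 0.07 against mt-REST, which turned to 0.00 or below with ribosomal and short RNAs left out of the totals, and with mt-REST it was -0.04.

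**Figure D1:**
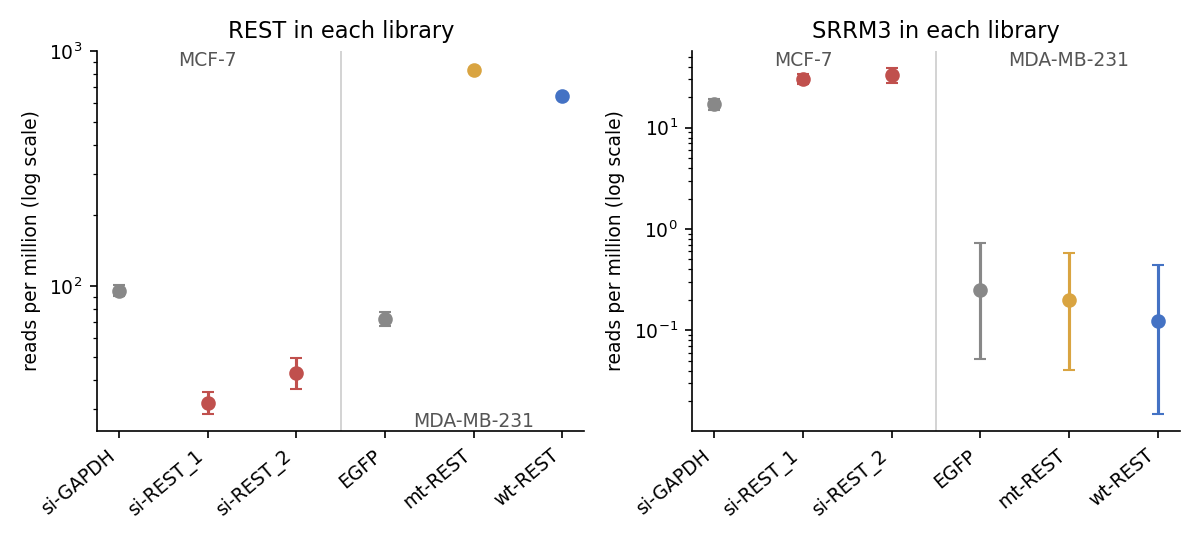
REST (left) and SRRM3 (right) in CPM on a log axis for each of the 6 libraries, points with exact 95% counting intervals. REST ranges from 31.9 CPM in si-REST_1 to 832 CPM in mt-REST, and SRRM3 from 3 reads or fewer in each MDA-MB-231 library to 32.9 CPM in si-REST_2.

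The MCF-7 comparison asked which genes answer to loss of REST. SYP (synaptophysin, an integral protein of synaptic vesicles) rose from 1.35 CPM in si-GAPDH to 46.4 CPM in si-REST_1 and 37.7 CPM in si-REST_2, and VGF (a secreted precursor of neuropeptides) rose from 11.4 to 115 and 124 CPM. Their log2 differences were 4.19 (SE 0.40) and 3.27 (SE 0.32), each with an adjusted p of 0.0134 (limma, 14581 genes, 2 libraries against 1), and both were the only genes to pass. No gene fell past the threshold in limma, though with no filter on low values limma called 11 genes higher and 1 lower, SERPINA5. Those called higher included the ribosomal RNA loci CTD-2328D6.1, MT-RNR1 and MT-RNR2. UNC13A, which primes synaptic vesicles, had 0 reads in the control and was at least 37.3-fold and 64.9-fold higher in si-REST_1 and si-REST_2. SPTBN4, a spectrin of the axon initial segment, was 8.53-fold and 8.89-fold higher, and MAPK8IP2, a scaffold of JNK signalling, 7.94-fold and 8.03-fold higher. CHRNB2, a neuronal nicotinic receptor subunit, was 11.2-fold and 13.9-fold higher, and GOLGA7B 14.8-fold and 13.1-fold higher. None of these 5 passed limma with the filter, while UNC13A, SPTBN4 and MAPK8IP2 were called with no filter and on the deposited scale. UNC13A and SPTBN4 passed edgeR on the recovered reads (adjusted p = 0.0216 and 0.0383), which called 4 genes higher, among them SYP and VGF, and 0 lower. The ribosomal RNA loci were also among the 10 highest, CTD-2328D6.1 at 184 and 22.3 times the control, MT-RNR2 at 170 and 14.2 times and MT-RNR1 at 116 and 9.19 times. The RNA had been depleted of ribosomal RNA, so these reads are what depletion left. Their ratios cannot be assigned to loss of REST.

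Among the 10 lowest genes in both si-REST libraries were 3 serine protease inhibitors of one family. SERPINA5, the protein C inhibitor, stood at 0.233 and 0.197 times the control, SERPINA1 (alpha-1 antitrypsin) at 0.225 and 0.185 times, and SERPINA3 (alpha-1 antichymotrypsin) at 0.391 and 0.245 times. The others were COCH (0.236 and 0.267 times), the nociceptin receptor OPRL1 (0.160 and 0.197), DPF1 (0.147 and 0.0908), AOX1 (0.184 and 0.288), GRIN3B (0.0879 and 0.217), AKAP5 (0.318 and 0.306) and CAMK1 (0.327 and 0.280). OPRL1, DPF1 and GRIN3B rest on 3 reads or fewer in si-REST_2, where the 95% intervals were 0.0393 to 0.606, 0.00224 to 0.537 and 0.0432 to 0.672. None passed limma with the filter, and SERPINA5 was called without it. At an unadjusted p under 0.05 limma gave 117 genes higher and 102 lower, and edgeR 190 and 131. Both totals lie below a share of 0.05 of the 14581 genes tested, which unchanged genes alone could give. These counts therefore do not show further genes that answer to loss of REST.

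At least 2-fold apart in both si-REST libraries were 73 genes higher and 43 lower, 116 in all. Independent lists of the same sizes would share 2.94 and 6.78. Simulated unchanged libraries against the 1 shared control gave 87.6 and 53.8 when they varied as the si-REST pair does. With counting error alone they gave 0.05 and 0.03. The covariance of log2 ratios was 0.0818, against 0.124 and 0.0116 in those simulations. The spread of the si-REST pair includes any difference between the 2 siRNA pools, and it gave a larger covariance than was observed. The observed counts lie between the 2 simulations, which cannot decide how many of these genes spread alone would give. The libraries differed in the number of genes apart from the control, which need not all be a response to loss of REST. There were 1045 genes at least 2-fold apart in si-REST_1 alone (200 higher, 845 lower) and 331 in si-REST_2 alone (214 higher, 117 lower). Without the trend of variance limma called 0 genes. With no filter on low values it called 12 (11 higher, 1 lower), among them SYP, VGF and the ribosomal RNA loci.

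**Figure D2:**
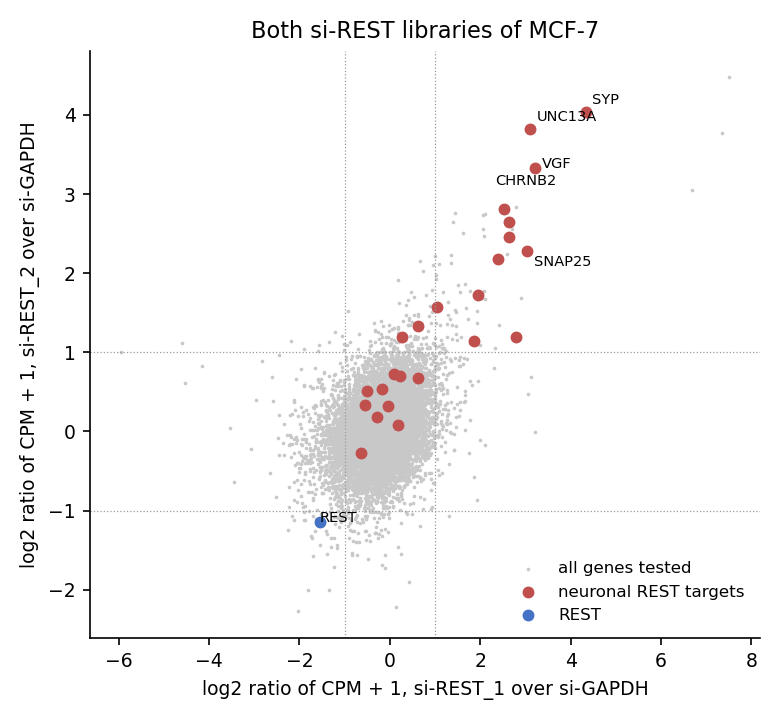
Log2 ratio of CPM + 1 over si-GAPDH in si-REST_1 (x axis) and si-REST_2 (y axis) for the 14581 genes tested (grey), with tested neuronal REST targets in red and REST in blue; dotted lines mark 2-fold. SYP and VGF lie in the upper right with 10 other neuronal targets beyond 2-fold in both libraries, and no neuronal target lies beyond 2-fold below in both.

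Neuronal REST targets stood apart as a group in MCF-7 cells. Of 36 measured members 12 were at least 2-fold higher in both si-REST libraries and 0 at least 2-fold lower, and 22 were higher in both. Medians were 0.26 in si-REST_1 and 0.72 in si-REST_2, each at percentile 100 of the random lists; with the 4 members at 0 reads in 1 library placed at their floor they were 0.25 and 0.70. Of the 24 members tested, 2 passed limma over all genes and 12 adjusted over the list alone, all higher. SNAP25, a SNARE protein of synaptic vesicle fusion, stood at 0.135 CPM in si-GAPDH (2 reads) against 8.31 and 4.53 CPM in si-REST_1 and si-REST_2, with an adjusted p over the list alone of 0.00197 (limma). GDAP1, a mitochondrial protein of peripheral nerve, stood at 10.3 CPM against 42.5 and 36.5 CPM (0.00187), and RUNDC3A at 2.09 CPM against 18.2 and 16 CPM (0.000902). CELSR3, a cadherin of axon guidance, stood at 16.9 CPM against 35.9 and 52.2 CPM (0.0148), and BSN (bassoon, of the presynaptic active zone) at 1.28 CPM against 10.9 and 9.29 CPM (0.00197). The others were SYP, VGF, CHRNB2, UNC13A, MAPK8IP2, CPLX2 and STX1A. REST corepressors showed no member at least 2-fold apart in both libraries; their medians were -0.15 (percentile 29.58) and 0.19 (99.77), with 9 of 24 higher and 8 lower in both.

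Several other groups separated the si-REST libraries from each other. Immediate early genes, the transcription factors and phosphatases induced within minutes of a growth stimulus, had a median of -1.55 in si-REST_1 (percentile 0), with 13 of 18 at least 2-fold lower, and of 0.76 in si-REST_2 (percentile 100), with 17 of 18 above 0. FOS stood at 687 CPM in si-GAPDH, 28.8 CPM in si-REST_1 and 1054 CPM in si-REST_2, and EGR1 at 41.7, 0.773 and 91.8 CPM. Only DUSP5, a dual-specificity phosphatase, was at least 2-fold higher in both, at 4.11, 12.3 and 11.9 CPM. Hypoxia genes had medians of -0.98 (percentile 0) and -0.09 (11.5), glycolysis genes of -0.88 (0) and -0.30 (0), proliferation genes of -0.70 (0) and -0.01 (47.64), and histone genes of -0.65 (0) and -0.06 (17.64). LDHA, lactate dehydrogenase A, stood at 310, 112 and 243 CPM, and BNIP3, a mitophagy receptor, at 131, 34.8 and 90.1 CPM. In the glycolysis list 13 of 16 genes were lower in both libraries, GAPDH and HK2 being the 2 that were higher. The same si-REST_1 library held the 5.01% of ribosomal RNA reads. None of these genes passed limma across all genes or adjusted over its list alone.

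Targets of p53 had medians of 0.64 in si-REST_1 (percentile 100) and 0.25 in si-REST_2 (99.92), with 16 of 21 higher in both and none past the test. CDKN1A, the inhibitor p21, stood at 116 CPM in si-GAPDH, 397 CPM in si-REST_1 and 128 CPM in si-REST_2, MDM2 at 206, 384 and 225 CPM, FAS at 1.41, 6.57 and 3.57 CPM, and SPATA18, the member at least 2-fold higher in both on the log2(CPM + 1) scale, at 2.49, 12.9 and 6.43 CPM. The unfolded protein list had medians of -0.17 (percentile 25.78) and -0.20 (0.27). Estrogen response genes had medians of 0.01 (88.7) and 0.06 (85.16); OLFM1, an olfactomedin better known in neurons, stood at 21.7, 85.3 and 77.0 CPM and was the 1 member to pass limma adjusted over the list alone (0.00699). Among lists tied to invasion, mesenchymal genes had medians of -0.32 (1.49) and 0.06 (62.75), and epithelial genes of -0.18 (13.3) and 0.16 (99.85). Matrix protease genes had medians of -0.08 and 0.04, the first turning to 0.02 with scaling to the median gene; MMP24 was at least 2-fold higher in both. Interferon genes had medians of -0.01 and 0.11, the first turning to 0.10 with that scaling. Medians were -0.34 (4.65) and 0.20 (88.12) for inflammatory genes, -0.23 (17.3) and 0.09 (79.25) for luminal genes, and -0.55 (0.98) and 0.36 (98.77) for basal genes. They were -0.22 (10.59) and 0.10 (94.48) for SR splicing factors, -0.32 (5.08) and 0.23 (99.37) for heat shock genes, -0.24 (13.03) and -0.03 (38.32) for cholesterol genes, -0.17 (38.42) and 0.05 (68.88) for mitochondrially encoded genes, and -0.22 (5.42) and 0.08 (97.36) for ribosomal protein genes. The si-REST-003 genes are those lowered by siRNA against REST-003, a list the study chose, so counts over it are not independent evidence. Of them 2 of 9 were higher in both and 5 lower, with medians of -0.20 (23.19) and -0.07 (28.75). Fibroblast, immune and endothelial markers had 2, 1 and 4 measured members, and none was at least 2-fold apart in both.

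**Figure D3:**
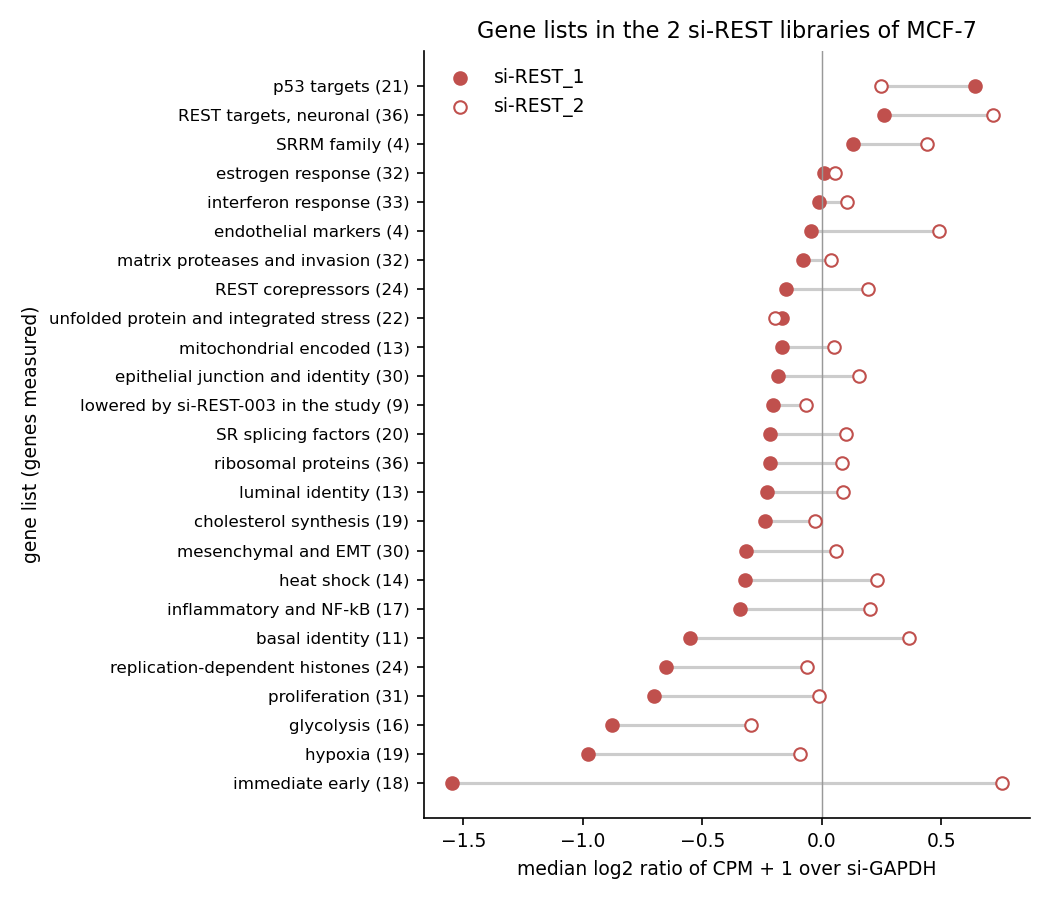
Median log2 ratio of CPM + 1 over si-GAPDH for each gene list with at least 3 measured members, filled for si-REST_1 and open for si-REST_2, the number of genes in parentheses. Neuronal REST targets lie at 0.26 and 0.72, and immediate early genes at -1.55 and 0.76 on opposite sides of 0.

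The wt-REST cDNA was set against EGFP and against mt-REST, which lacks both repressor domains, to ask which genes the full protein shifts in MDA-MB-231 cells. On the log2(CPM + 1) scale EIF3C, a subunit of translation initiation factor 3, was the only gene at least 2-fold higher than both, with plain CPM ratios of 2.47 (1.78 to 3.47) to EGFP and 2.65 (1.95 to 3.64) to mt-REST, and the ribosomal pseudogene RPS3AP26 the only one at least 2-fold lower on that scale, with plain ratios of 0.225 (0.0814 to 0.540) and 0.219 (0.0810 to 0.508). Both belong to families with near-identical copies, so their reads are uncertain. STARD8, NHEJ1, PLCL1, HIST1H4D, MT-RNR2 and 4 loci known by their clones were at least 2-fold apart from both controls in plain ratios, but not from both on that scale. IL6, an inflammatory cytokine, stood at 13.5 CPM with EGFP, 13.3 CPM with mt-REST and 25.1 CPM with wt-REST, 1.86 (1.54 to 2.24) and 1.89 (1.59 to 2.25) times. STARD8, a Rho GTPase-activating protein, was 2.15 and 2.40 times as high, NHEJ1, of DNA end joining, 2.09 and 2.12 times, EDA (ectodysplasin) 1.93 and 2.17 times, and TRMT10B 1.88 and 1.84 times. RPS16 was 2.79 and 1.69 times as high, and the 10 highest also held RP3-395M20.12, CTD-2199O4.1 and an uncharacterised locus known by its clone. Among the 10 lowest, FGGY stood at 0.550 and 0.536 times, PLCL1 at 0.464 and 0.398, TP53TG1 at 0.561 and 0.590, GPT (alanine aminotransferase) at 0.528 and 0.584, RGMB-AS1 at 0.492 and 0.523, HIST1H4D at 0.328 and 0.357, a 7SK copy at 0.543 and 0.105, and MT-RNR2 at 0.227 and 0.477; RP11-476K15.1 was the other. With 1 library per arm none of these differences has a replicate check.

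In counts, 11 genes were at least 2-fold higher and 7 lower in wt-REST than in EGFP, of 14696 genes, and 62 higher and 11 lower than in mt-REST. Scaling to the median gene gave 5 higher and 7 lower against EGFP, and 1 higher and 2 lower against both controls, beside 1 and 1. Independent lists would share 0.0464 and 0.00524 genes against both, and simulated unchanged libraries with counting error gave 0 and 0. Both contrasts share the wt-REST library and spread between libraries was not simulated for them, so these values do not set the genes against both beyond chance. A pseudocount of 0.1 raised the count against EGFP from 18 to 155, and a mean of at least 5 lowered it to 6.

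Neuronal REST targets showed no joint shift with wt-REST in MDA-MB-231 cells: 0 of 35 were at least 2-fold apart in either direction, and the median of 0.01 against EGFP (percentile 22.24) turned to -0.07 with scaling to the median gene. Against mt-REST it was 0.06 (32.38), turning to 0.00 or below. NEFL, the neurofilament light chain, stood at 151, 151 and 172 CPM with EGFP, mt-REST and wt-REST, and STX1A at 53.7, 43.2 and 56.4 CPM. Proliferation genes lay higher with wt-REST than with EGFP, at 0.27 (percentile 100), while 0.19 against mt-REST (92.33) was within the 95% range of random lists. Immediate early genes lay higher against both, at 0.23 (99.03) and 0.35 (99.79). With scaling to the median gene, proliferation genes lay at 0.185 against EGFP and 0.07 against mt-REST, and immediate early genes at 0.132 and 0.25. REST corepressors lay at 0.19 against EGFP (98.21), which became 0.10 with that scaling, and at 0.13 against mt-REST (61.77), near the shift of the median gene, which became 0.01. Epithelial genes lay at -0.11 against EGFP (percentile 0) and at 0.13 against mt-REST (61.43), near the shift of the median gene. Estrogen response genes lay at -0.08 (0.04) but 0.26 (99.06). Scaled to the median gene, epithelial genes lay at -0.206 and 0.018 and estrogen response genes at -0.171 and 0.137. Both lists hold genes abundant in MCF-7 cells, and 25 genes nearly confined to MCF-7 had 377 reads in the EGFP library against 133 with wt-REST, 0.260 (0.212 to 0.318) times in CPM. Interferon genes lay at 0.02 against EGFP (0.77), turning to -0.08 with scaling to the median gene, and at -0.06 against mt-REST (0). Mesenchymal genes were at 0.15 and 0.19 and matrix protease genes at 0.13 and 0.15, both within the 95% range of random lists.

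Medians against EGFP and mt-REST were 0.20 and 0.15 for heat shock genes, 0.16 and 0.17 for unfolded protein genes, 0.14 and 0.20 for inflammatory genes, 0.23 (96.82) and 0.32 (98.43) for basal genes, and 0.20 and -0.16 for fibroblast markers. They were 0.18 and 0.12 for immune markers and -0.16 and -0.03 for endothelial markers. Against EGFP the medians of luminal (0.07), p53 (0.04), hypoxia (0.05), glycolysis (0.08), cholesterol (0.09), histone (0.06), ribosomal protein (0.08) and si-REST-003 (0.02) genes turned below 0 with scaling to the median gene. Against mt-REST, ribosomal protein genes lay at 0.28 (99.91), which became 0.16 with scaling to the median gene, p53 genes at 0.33 (99.93), glycolysis genes at -0.06 (0.25), cholesterol genes at -0.06 (0.67), luminal genes at 0.22 (87.47) and SR splicing factors at -0.01 (2.44). Hypoxia and si-REST-003 genes, at 0.06 and 0.09 against mt-REST, turned below 0 with that scaling. SR splicing factors lay at 0.18 (94.94) against EGFP.

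The mt-REST library, with a cDNA that cannot recruit corepressors through the missing domains, differed from EGFP in 27 genes at least 2-fold higher and 67 lower. Highest was REST itself. PTRF (cavin-1, a coat protein of caveolae) had 0 reads with EGFP and was at least 20.2-fold higher with mt-REST and at least 6.15-fold higher with wt-REST. COL1A2, a fibrillar collagen chain, had 1 read with EGFP and stood at 35.4 times (6.04 to 1430) with mt-REST and 14 times (2.23 to 582) with wt-REST; the 7SK copy stood at 5.15 times (4.01 to 6.70) with mt-REST and RP11-700P18.1 at 6.82 times (2.93 to 19.4). GFRA1, a receptor for glial cell line-derived neurotrophic factor that MCF-7 cells express at 1664 CPM, had 84 reads with EGFP and 0 with mt-REST and was at least 35.6-fold lower. HIST1H3G, a replication-dependent histone, stood at 0.0555 times (0.0175 to 0.136), CTD-2328D6.1 at 0.161 times, AC107983.4 at 0.218 times and RPS28, a ribosomal protein with pseudogene copies, at 0.296 times (0.267 to 0.328). Mitochondrially encoded genes lay higher with mt-REST, with a median of 0.45 (percentile 100) and 11 of 13 above 0, and histone genes lower, at -0.45 (0). With wt-REST the mitochondrial median was 0.23 against EGFP (97.96) and -0.25 against mt-REST (0), and the histone median 0.49 against mt-REST (100).

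Lower with mt-REST than with EGFP were also estrogen response genes (median -0.28, percentile 0.08), luminal genes (-0.31, 1.06), epithelial genes (-0.18, 2.18), p53 targets (-0.27, 0.44) and ribosomal protein genes (-0.19, 0.24). In these lists GREB1, an estrogen receptor target, stood at 10.1 CPM with EGFP, 4.13 CPM with mt-REST and 6.02 CPM with wt-REST, and CDH1 (E-cadherin) at 12.8, 7.48 and 10.1 CPM. These lists hold genes abundant in MCF-7 cells: 25 genes with at least 100 CPM in MCF-7 and a mean in MDA-MB-231 below 1/200 of it had 377 reads in the EGFP library against 135 with mt-REST and 133 with wt-REST. SR splicing factors lay at 0.20 (99.21) and fibroblast markers at 0.30 (99.06), which became 0.17 with the 2 markers at 0 reads in 1 library placed at their floor. Medians were within 0.15 of 0 for neuronal targets (0.00), corepressors (0.01), mesenchymal (-0.03), basal (-0.15), proliferation (0.03), inflammatory (-0.08), unfolded protein (0.08), heat shock (-0.06), hypoxia (0.02), glycolysis (0.02), cholesterol (0.10), si-REST-003 (-0.07), immune (0.07) and endothelial (-0.14) genes. Matrix protease (-0.01) and interferon (-0.02) genes turned above 0 with scaling to the median gene, and immediate early genes lay at -0.18 (5.74). Against EGFP, wt-REST and mt-REST shared 5 genes at least 2-fold higher and 6 lower, where independent lists would share 0.0202 and 0.0319 and unchanged libraries simulated with counting error alone 0.04 and 0. Spread between libraries, which a shared control turns into shared genes, was not simulated for these contrasts, so the shared genes cannot be assigned to the cDNAs. Without genes at least 100-fold higher in MCF-7, an alternative chosen after seeing the data, the counts against EGFP were 14 for wt-REST and 89 for mt-REST.

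Genes apart from the siRNA control and from EGFP in opposite directions in the 2 lines were then counted among 12990 genes measured in both. Higher with si-REST and lower with wt-REST than with EGFP were 3 genes, all ribosomal RNA loci (CTD-2328D6.1, MT-RNR1 and MT-RNR2), where independent lists would share 0.0216. These loci hold what ribosomal RNA depletion left, so they are not independent genes and their overlap cannot be assigned to REST. Against mt-REST, the wt-REST level was 1.25 (1.16 to 1.35) times for CTD-2328D6.1, 1.02 (0.698 to 1.49) times for MT-RNR1 and 0.477 (0.392 to 0.579) times for MT-RNR2, and mt-REST itself stood at 0.161, 0.276 and 0.475 times EGFP. Lower with si-REST and higher with wt-REST than with EGFP was 1 gene, REST itself (0.0167). SYP stood at 1.92, 4.07 and 3.63 CPM and VGF at 5.83, 3.67 and 5.90 CPM with EGFP, mt-REST and wt-REST. Of the 73 genes higher in both si-REST libraries, 33 had a mean below 1 CPM in MDA-MB-231 cells. The other 40 had a median log2 difference of -0.04 between wt-REST and EGFP and of -0.302 between mt-REST and EGFP.

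REST-003 is a short alternative transcript of REST that carries the start codon but lacks most coding exons, and it is read here from the reads assigned to it alone. Its share of REST reads was higher with si-REST and lower with REST cDNA. It was 1.12% (95% Clopper-Pearson interval 0.644 to 1.82) in si-GAPDH, 2.42% (1.05 to 4.71) in si-REST_1 and 4.77% (3.17 to 6.86) in si-REST_2, from 16, 8 and 27 reads. In MDA-MB-231 cells it was 2.19% (1.32 to 3.40) with EGFP, 0.165% (0.102 to 0.252) with mt-REST and 0.143% (0.0800 to 0.236) with wt-REST, from 19, 21 and 15 reads. By two-sided Fisher exact tests on pairs of libraries the ratio of shares was 4.24 for si-REST_2 (p = 2.71e-06, adjusted 5.43e-06) and 2.15 for si-REST_1 (p = 0.108, adjusted 0.13). By the same exact test it was 0.0652 for wt-REST against EGFP (p = 2.98e-13, adjusted 1.79e-12), 0.0754 for mt-REST against EGFP (p = 5.96e-13, adjusted 1.79e-12) and 0.865 for wt-REST against mt-REST (p = 0.739). Between the control libraries EGFP stood at 1.95 times si-GAPDH (exact p = 0.0528, adjusted 0.0792).

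As CPM of the library, the same REST-003 reads were also compared, since total REST differs between libraries. The level with wt-REST was 0.582 (0.275 to 1.21) times that with EGFP, and with mt-REST 0.870 (0.445 to 1.71) times, so a difference was not detectable at this depth. The level in si-REST_1 was 0.718 (0.266 to 1.78) times si-GAPDH. In si-REST_2 the isoform table held 566 REST reads where the gene table held 179, and the ratio was 5.98 (3.11 to 11.9) at the gene table's depth and 1.89 (0.982 to 3.75) with the depth scaled by that excess. Reads shared by REST-001, REST-002 and REST-003, which the series description places in a 59 bp stretch of chromosome 4 (57776796 to 57776854, hg19), made up 11.2% (10.6 to 11.8) of REST reads with wt-REST, 0.346% (0.252 to 0.464) with mt-REST and 2.54% (1.60 to 3.82) with EGFP. Counting every class that includes REST-003 turned the wt-REST share against EGFP to 2.40 times. That count takes in the shared class, where reads of the transfected cDNA cannot be separated, so it does not measure REST-003 itself.

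**Figure D4:**
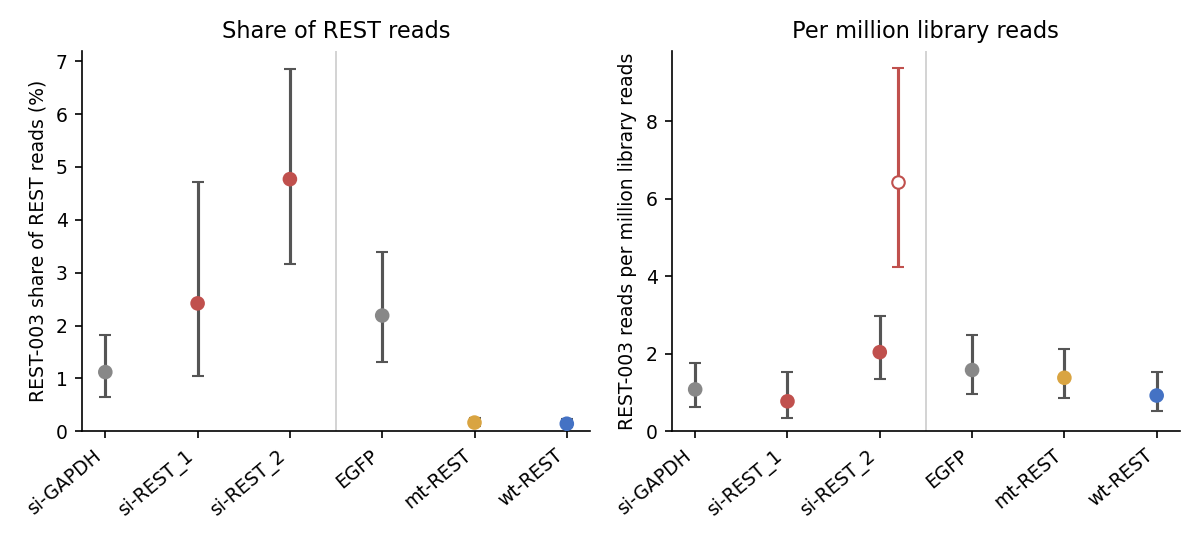
Reads unique to REST-003 as a percentage of REST reads (left) and as CPM (right) for the 6 libraries, with exact 95% intervals; the open point is si-REST_2 at the depth of its gene table. The share ranges from 0.143% in wt-REST to 4.77% in si-REST_2, while the intervals of EGFP, mt-REST and wt-REST overlap on the right.

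The cell lines were compared as 3 libraries each, whatever the transfection. The paper reports that REST siRNA made MCF-7 cells more invasive and that both REST cDNAs made MDA-MB-231 cells less so. The groups therefore mix invasive states, and the comparison describes the lines and not invasiveness. MDA-MB-231 cells were far higher in the plasminogen activators PLAU (urokinase; 2.39 ± 0.209 CPM in MCF-7 against 1462 ± 346 CPM, SD, n = 3; log2 difference 8.73, SE 0.18) and PLAT (tissue type; 8.72, SE 0.15). The interferon-induced genes IFIT1 (8.43), MX1 (8.37), IFIT3 (8.23) and OASL (8.15) followed, with ANTXR2, a capillary morphogenesis receptor (8.44), the activin antagonist follistatin FST (8.40), the pyroptosis effector GSDMD (8.17) and the microfibril protein FBN2 (7.99). MCF-7 cells were higher in the lncRNA DSCAM-AS1 (-9.73) and its host gene DSCAM (-7.66), in GFRA1 (-9.69), carbonic anhydrase CA2 (-8.25), the histone HIST1H1B (-8.39), the NADPH oxidase subunit CYBA (-8.10) and the epithelial transcription factor GRHL2 (-8.01). BMP7 (-8.00), the cell adhesion molecule NRCAM (-7.49) and the epithelial clathrin adaptor AP1M2 (-7.29) completed the 10 lowest. These 20 genes had adjusted p between 2.07e-09 and 1.23e-06 (limma, n = 3 and 3). SRRM3 was lower in MDA-MB-231 (0.190 ± 0.0638 CPM against 26.7 ± 8.50 CPM; log2 difference -4.49, SE 0.25, adjusted p = 2.91e-07, limma, n = 3 and 3), and SRRM2 was lower by less (-0.83, SE 0.18, adjusted p = 0.0025). REST was higher (2.72, SE 0.80, adjusted p = 0.0133), a difference that holds the cDNA reads in MDA-MB-231 and the siRNA depletion in MCF-7, while between the control libraries EGFP lay below si-GAPDH.

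Of 15278 genes limma called 5506 higher and 4559 lower in MDA-MB-231, and edgeR 5186 and 5031, of which 9729 were shared with limma. The control libraries alone were at least 2-fold apart in 3315 genes higher and 2883 lower. Transfection reagent and cargo differ together with the line, so these differences are of cells as treated.

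Interferon response genes separated the lines most clearly as a list, with 37 of 38 tested genes higher in MDA-MB-231 and 0 lower (median log2 difference 4.54; camera adjusted p = 5.91e-17, and adjusted p = 0.0138 with an estimated correlation, n = 3 and 3). ISG15, a ubiquitin-like modifier, stood at 66.9 ± 17.1 CPM in MCF-7 and 3756 ± 302 CPM in MDA-MB-231, and STAT1 at 154 ± 11.2 and 1282 ± 160 CPM. The interferon list was the only list of 27 whose camera call held with an estimated correlation. Its estimate was -0.0226, below the preset value, while those of the other called lists ran from 0.0546 (matrix protease) to 0.681 (hypoxia). Even so, the camera adjusted p of the interferon list rose from 5.91e-17 to 0.0138. The size of the correlation alone therefore does not account for the lost calls. Epithelial genes were lower in 29 of 30 (camera adjusted p = 1.36e-13; adjusted p = 0.254 with an estimated correlation), among them CDH1 at 799.9 ± 51.9 and 10.2 ± 2.68 CPM and the splicing regulator ESRP1 at 163 ± 27.2 and 2.11 ± 0.248 CPM. Mesenchymal genes were higher in 27 of 33 and lower in 4 (camera adjusted p = 7.2e-07; adjusted p = 0.254 with an estimated correlation), with vimentin (VIM) at 0.795 ± 0.239 and 294 ± 29.4 CPM and CDH2 (N-cadherin) at 0 reads in MCF-7 and 147.5 ± 12.4 CPM in MDA-MB-231. Inflammatory genes were higher in 22 of 25 (camera adjusted p = 3.43e-07; adjusted p = 0.349 with an estimated correlation) and matrix protease genes in 23 of 34 (adjusted p = 0.00202 by camera; adjusted p = 0.349 with an estimated correlation), including MMP14 at 0.568 ± 0.436 and 167 ± 27.4 CPM. Hypoxia genes were higher in 11 of 18 (adjusted p = 0.0415 by camera; adjusted p = 0.711 with an estimated correlation).

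Lower in MDA-MB-231 were estrogen response genes, 22 of 32 (camera adjusted p = 3.01e-06; adjusted p = 0.254 with an estimated correlation), and luminal genes, 9 of 12 (adjusted p = 0.00802 by camera; adjusted p = 0.45 with an estimated correlation). ESR1, the estrogen receptor, stood at 233 ± 27.7 CPM in MCF-7 and 1.01 ± 0.505 CPM in MDA-MB-231, and GATA3, a luminal transcription factor, at 232 ± 7.24 and 1.01 ± 0.284 CPM. KRT7 went the other way, at 2.32 ± 0.269 and 457 ± 12.5 CPM. Ribosomal protein genes were lower in 28 of 36 (camera adjusted p = 2.26e-06; adjusted p = 0.45 with an estimated correlation), p53 targets in 12 of 21 (adjusted p = 0.00987 by camera; adjusted p = 0.611 with an estimated correlation) and mitochondrially encoded genes in 9 of 13 (adjusted p = 0.0423 by camera; adjusted p = 0.557 with an estimated correlation). The other 16 lists were not called by camera: basal (6 higher, 1 lower of 9), glycolysis (10 and 2 of 16), histone (3 and 11 of 24), unfolded protein (6 and 12 of 23), proliferation (10 and 10 of 31), immediate early (4 and 9 of 18), cholesterol (5 and 8 of 20), heat shock (4 and 4 of 14), corepressor (6 and 8 of 24), SR splicing (3 and 2 of 19), SRRM (0 and 2 of 3) and si-REST-003 genes (6 and 3 of 10), and fibroblast (2 and 0 of 3), immune (2 and 0 of 2) and endothelial markers (2 and 0 of 2). Neuronal REST targets, the last of them, had 8 higher, led by NEFL (log2 difference 7.31) and CALB1 (6.94), and 8 lower, led by VGF (-3.22), of 27, with a median of -0.23, a mean of 0.14 and a camera direction of lower (adjusted p = 0.877). In that list the mean alone differed in sign from the median and the camera direction. The camera direction was lower against a median of 0.01 for SR splicing (mean -0.03), 0.31 for proliferation (mean 0.12) and 0.09 for heat shock genes (mean -0.49).

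**Figure D5:**
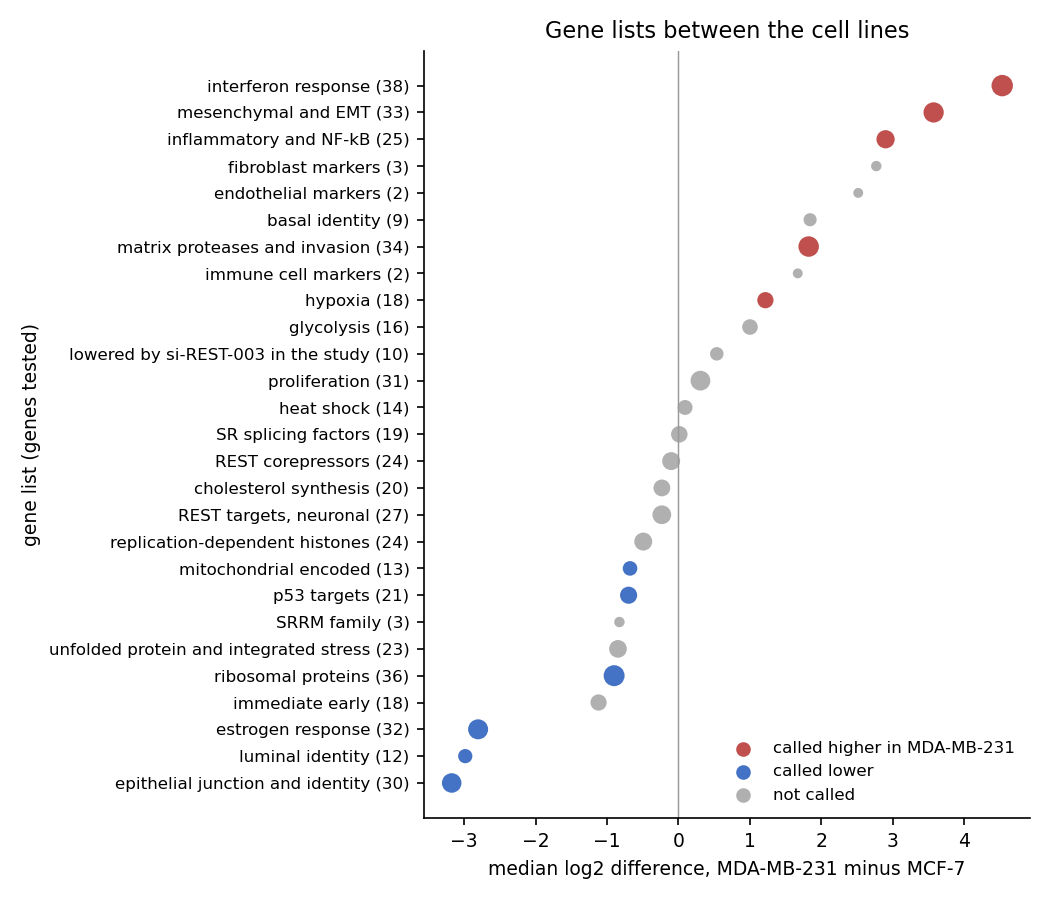
Median log2 difference between MDA-MB-231 and MCF-7 for the 27 gene lists, points sized and labelled by the number of genes tested, red where camera with a preset correlation called the list higher in MDA-MB-231, blue where lower and grey where not called. Interferon genes lie farthest right at 4.54 and are the only list called with an estimated correlation, and epithelial genes lie farthest left at -3.18.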

Values the study reported

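For SRRM3, the study gave a rise of more than 2 fold with REST siRNA in MCF-7 cells. With REST cDNA in MDA-MB-231 cells it gave a fall of about 3 fold. Both changes were also seen there by qRT-PCR. For REST-003, the study reported more than 2 fold higher expression after REST was downregulated in MCF-7 cells, by both RNA-seq and qRT-PCR. It also reported lower REST-003 with REST cDNA in MDA-MB-231 cells by both methods, and by northern blot for some of its short RNAs.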

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

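Every test in this part was chosen after its result was seen. In si-REST_2 the isoform table held 387 more REST reads than the gene table, where the control library si-GAPDH held 1 more. The tables otherwise gave nearly the same REST reads, 331 and 330 in si-REST_1, so the isoform table of si-REST_2 appears to count a deeper set of reads than its gene table. With wt-REST, reads shared by REST-001, REST-002 and REST-003 reached 72.5 CPM, where the control library EGFP held 1.83 CPM and mt-REST 2.89 CPM. This class was used in no comparison of shares except as an alternative, and it drew attention because it exceeded the control. Reads of the transfected cDNA cannot be told from endogenous reads in this class, so its excess does not show a rise of REST-003.

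The share of REST reads unique to REST-003 was lower with REST cDNA than with EGFP and higher with si-REST_2 than with si-GAPDH. In CPM, wt-REST and mt-REST together stood at 0.722 (0.403 to 1.33) times EGFP, as cDNA reads in the denominator would give, and a lowering of REST-003 itself by wt-REST stays open at 0.582 (0.275 to 1.21). For si-REST_1 the CPM ratio of 0.718 (0.266 to 1.78) is consistent with loss of the other REST reads alone. For si-REST_2 the ratio was 1.89 (0.982 to 3.75) or 5.98 (3.11 to 11.9) depending on the depth assigned to its isoform table, so loss of the other REST reads and a rise of REST-003 cannot be told apart.

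Of 25 genes abundant in MCF-7 and nearly absent from MDA-MB-231, the EGFP library held 377 reads, mt-REST 135 and wt-REST 133. Repression through the REST repressor domains is argued against, since mt-REST, which lacks them, stood at 0.282 (0.23 to 0.344) times EGFP in CPM. Carry-over of MCF-7 RNA or reads at 1 common share stays open: 3 genes due at least 5 reads had 0 (ADAMTS19, PAFAH1B3 and POTEKP), but of 13 genes due at least 10 only 1 lay below its limit. The median share of the MCF-7 level was 0.392% with EGFP, 0.0347% with mt-REST and 0.0710% with wt-REST, and 69 genes of the opposite kind had 0.185%, 0.201% and 0.142% of their MDA-MB-231 level in si-GAPDH, si-REST_1 and si-REST_2. A change common to both REST cDNAs remains an untested biological explanation.

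Immediate early, hypoxia and proliferation genes were lower in si-REST_1, with a median of -0.997 (-1.34 to -0.70) over 68 genes. Intervals in this paragraph span the genes of a list as if they were independent and leave out spread between libraries. Estimated correlations in the line comparison were 0.708 for immediate early, 0.681 for hypoxia and 0.432 for proliferation genes, so these intervals are too narrow. With ribosomal and short RNAs left out of the totals it was -0.88 (-1.23 to -0.67), which argues against ribosomal reads as the whole cause. In si-REST_2 the median was 0.13 (-0.05 to 0.25) over these lists together. It was 0.76 (0.54 to 1.00) for immediate early, -0.091 (-0.299 to 0.263) for hypoxia and -0.064 (-0.132 to 0.021) for histone genes. A fall of the size in si-REST_1 was thus not seen with the other pool for these genes. With 1 library per pool this cannot decide whether loss of REST took part. Loss of REST also stays open for proliferation genes, at -0.01 (-0.14 to 0.18) with an interval that overlaps that of si-REST_1. Glycolysis genes were lower in both libraries, at -0.30 (-0.44 to -0.04) in si-REST_2, as loss of REST would give. An effect of the GAPDH siRNA in the shared control was not tested. A state of that culture and an effect of its siRNA pool cannot be told apart, because only 1 library of that pool was analysed.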

How the results depend on the processing

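The deposited scale, totals without ribosomal RNA loci and short RNAs, edgeR, denominators of REST-002 and REST-003 alone or in CPM, and the alternatives leaving genes out were chosen after seeing the data. Of the values that answer a comparison, 119 stayed the same under an alternative, 25 moved, 7 became weaker, 1 became stronger and 2 reversed. Counts of genes or lists stayed the same when their total lay within a fixed fold of the main total, whichever members they held. A REST or SRRM3 level stayed the same within its counting interval, or for si-REST within the spread of its 2 libraries. A REST-003 share stayed the same on its side of the adjusted p threshold. Of values for named genes and for list medians outside the middle 95% of random lists, 434 stayed, 20 moved, 4 became stronger and 2 reversed. List medians inside that range were not counted here, and those that turned sign with scaling are named with the list results.

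With a pseudocount of 0.1, which gives low genes more weight, genes at least 2-fold apart went from 116 to 286 in both si-REST libraries, from 2 to 17 for wt-REST against both controls, from 18 to 155 for wt-REST against EGFP and from 94 to 368 for mt-REST. With a mean of at least 5, and so fewer genes tested, these counts were 53, 1, 6 and 43, and with no filter the wt-REST count against EGFP was 29. On the deposited scale, where both the pseudocount and the filter act at lower levels, they were 922, 452, 1448 and 1904, and 41 genes went in opposite directions in the 2 lines in place of 4.

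The 2 limma calls with si-REST, SYP and VGF, were called with a pseudocount of 0.1, a mean of at least 5, scaling to the median gene and totals without ribosomal and short RNAs. The count was 12 with no filter (11 higher, 1 lower), 7 on the deposited scale, 4 with edgeR and 0 without the trend of variance. The cause was not tested. The ribosomal RNA loci were among the calls with no filter, and CTD-2328D6.1 was among those on the deposited scale. Leaving out 1 si-REST library left a comparison with no test, in which the 2 genes were still at least 2-fold higher, and genes at least 2-fold apart ranged from 331 to 1045 with 1 si-REST library, since 1 library then decides alone. Without ribosomal RNA loci and short RNAs 113 genes were apart in both.

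The REST ratio of wt-REST over EGFP was 8.26 with scaling to the median gene and 8.27 with totals without ribosomal and short RNAs, and over mt-REST 0.711 and 0.712, through the other library totals. The REST-003 share depended on its denominator. Relative to the median gene, the ratio to EGFP was 0.557 for wt-REST and 0.902 for mt-REST; in CPM it was 0.582 and 0.870, and for si-REST_2 over si-GAPDH 1.89 with its depth scaled. None of these passed, while si-REST_2 at the gene table's depth stood at 5.98 (3.11 to 11.9). Among reads of REST-002 and REST-003 alone it was 0.722 for wt-REST, reversed to 1.11 for mt-REST, and was 1.73 for si-REST_2. Counting every class that includes REST-003 reversed wt-REST against EGFP to 2.40 and gave 22.2 against mt-REST, through the class shared by 3 transcripts. In that class reads of the transfected cDNA cannot be separated from endogenous reads.

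Genes differing between the lines ranged from 7963 to 13182 over the other settings and from 8699 to 10532 with each library left out in turn. Lists called by camera ranged from 10 to 13 with a library left out, and 1 list, interferon, was called with an estimated correlation in place of 11. The interferon median for wt-REST over EGFP reversed to -0.077 with scaling to the median gene and with totals without ribosomal and short RNAs, which remove the shift of the median gene. No paired analysis was possible because no source pairs a library of one group with a library of another. Depth limits REST-003, with 8 to 27 unique reads per library, and SRRM3 in MDA-MB-231, with at most 3 reads.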

Other observations

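Of the tests in this part, the splits of the libraries and the Fisher exact tests on REST-003 shares were planned before the data were examined. The REST-003 ratio in CPM was chosen after its result was seen. As a share of REST reads, REST-003 stood at 2.15 times si-GAPDH in si-REST_1 (Fisher exact p = 0.108, adjusted 0.13) and 4.24 times in si-REST_2 (Fisher exact p = 2.71e-06, adjusted 5.43e-06), so only si-REST_2 differed beyond counting error. The study's RNA-seq measure was also relative to total REST, and both ratios lie on the side of the rise it gives. In CPM, a measure that does not follow total REST, the ratio was 0.718 (0.266 to 1.78) in si-REST_1, and in si-REST_2 it was 1.89 (0.982 to 3.75) with its depth scaled or 5.98 (3.11 to 11.9) at the gene table's depth.

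SRRM3 stood at 1.78 (1.5 to 2.10) and 1.93 (1.56 to 2.39) times si-GAPDH in si-REST_1 and si-REST_2. Both intervals reach past the rise the study gives.

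The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The split by cell line gave 10065 genes with limma, and the highest of the other splits gave 0, so 1 split reached the real count. By camera the split by cell line gave 11 lists, and 8 splits gave as many, the highest of the others 15. The other splits mix the lines, so the line difference adds to the spread within each side. The 0 genes in those splits was therefore set by the design and does not test chance. Part of the line difference also stays between the sides of a mixed split, so the camera counts cannot decide it either. Why the mixed splits gave as many lists was not tested. These calls use a preset correlation of 0.01, while estimated correlations reached 0.708, and 1 list was called in the split by cell line with an estimated correlation.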
